A study of Mus musculus with 6 samples. Its data were reported in "Molecular signatures of in situ to invasive progression for basal-like breast cancers: An integrated mouse model and human DCIS study" (2022).

How the data were processed

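Single-cell RNA sequencing was analysed in 6 libraries of mammary tissue from female C3(1)-Tag mice, a transgenic line in which the SV40 large T antigen drives mammary tumours. The labels place 2 libraries in each of 3 disease states: Prepuberty (whole gland, 5 weeks of age), DCIS (whole gland that held ductal carcinoma in situ, 14 weeks) and Tumor (palpable tumour, over 18 weeks). The labels number the libraries of a state but do not say whether they came from different animals. The study calls them technical replicates where it describes its regression of cell numbers. Elsewhere it counts 2 specimens per time point and describes its 2 tumours as molecularly distinct. An SE or p-value below therefore describes the spread between libraries. Per the labels and the file headers, the authors made each library with a 10x Genomics 3′ kit and counted it with Cell Ranger 3.0.2. The sequences of the SV40 large T antigen and of a neomycin resistance gene are among the counted features, and the genome build of the reference is not stated for these libraries. The deposited matrices, 1 per library, hold raw UMI counts per gene and cell.

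The sources differ on points that bear on the comparisons. The labels describe the same overnight enzymatic digestion for glands and tumours, whereas the study's methods give another dissociation kit for tumours. If the latter holds, dissociation changed together with the Tumor state and its effect cannot be separated from the state. The labels give the same library kit version for all 6 libraries, whereas the study's methods name a later version for Tumor 2.

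Cells with at least 200 detected genes and a mitochondrial share of UMIs under 10% were kept. Doublets were scored per library with the Scrublet of scanpy 1.11.5 on cells with a mitochondrial share under 20%, and the highest scores were removed at a share in proportion to the number of cells, from 2.19% to 3.71% of a library. The automatic threshold of Scrublet marked 32 cells (0.137%) and was not used. Of 23835 barcodes, 546 had too few genes, 1045 were removed for their mitochondrial share and 707 as doublets, which left 21537 cells with 237076023 UMIs.

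Libraries were integrated with Seurat 5.3.0 in R 4.3.3 (log-normalized counts, 2000 variable genes, anchors over 20 dimensions) and clustered on 20 principal components at resolution 0.8, which gave 26 clusters. Integrated values served for clustering only. A cluster was named for the cell type with the highest mean fold over its markers, from lists in the design, if at least 3 of them were seen in at least 25% of its cells at 2 or more times the mean of all other cells (0.05 per 10000 UMIs added to both means). It stayed unnamed if its 10 leading genes held as many markers of another type, or if the median UMI count of its cells was more than 3 times below that of their libraries and none of its leading genes was a marker of the type. These limits were set after the matrices had been read, and the clause on an equal number of leading markers was chosen after the clusters' leading genes were seen. That clause left out 1 cluster, number 14, of 520 cells (115, 246, 39, 114, 5 and 1 in Prepuberty 1, Prepuberty 2, DCIS 1, DCIS 2, Tumor 1 and Tumor 2), which would otherwise have been myoepithelial-like. In all, 6 clusters stayed unnamed. Names end in "-like" because they rest on markers alone, and they differ from the study's annotation. Clustering is sensitive to rounding: an earlier run with other settings of the numerical libraries grouped some cells differently, so those settings were fixed, and the effect on the results was not measured.

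For epithelial-like, fibroblast-like, macrophage-like and T-cell-like cells, raw UMIs were summed per library, since cells are not replicates. A library entered a fit with at least 10 cells of the type, which left Prepuberty 1 (8 cells) out of the T-cell-like fit. Sums were compared with the quasi-likelihood F test of edgeR 4.0.16, which is two-sided (TMM scaling, filterByExpr, 1 model per type over all its libraries with the state as the only term), and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. SEs of log2 fold changes come from the F statistic. CPM are UMI counts scaled to a common total per library and cell type, with TMM factors unless stated otherwise. An arm with 1 library has a fold change but no test. Numbers of cells of 10 named types were compared with the same test, with the cells kept per library as the offset and no TMM. An exact permutation test of 2 against 2 libraries cannot give a two-sided p under 0.333 and was not used. No group is large enough for a test of outlying libraries.

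Lists of genes for proliferation, interferon response, NFKB targets, glycolysis and hypoxia, extracellular matrix, activated T cells and cytotoxic T cells were tested with camera of limma 3.58.1 (preset correlation 0.01), adjusted over the 9 of 10 planned list tests that had enough libraries. Lists of immediate early, heat shock and oxidative stress genes describe stress, including that of dissociation. Lists of X escape, Y-linked and lymphoid stroma genes were added later. The text names, per cell type and comparison, up to 3 genes with the largest increase and 3 with the largest decrease among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 5 and no overlap between the states, and in addition genes named in the study's text. Groups, comparisons, tests, marker genes, the lists not described as later, the rule for named genes and the alternatives not described as later were fixed before the data were examined.

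Shares of cells with a UMI of a gene were computed after each cell was thinned to 2000 UMIs, without the cells below that depth. Shares carry 95% Wilson intervals, a count of 0 is taken to allow up to 3 counts, and both cover counting error only. A fold against a group without counts is a lower bound against 3 counts. Gene positions are those of GENCODE M21 on GRCm38, matched by gene ID (30934 of 31055 features, 121 unmatched), and were not used in counting.

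The tests were tried on simulated counts with 200 changed genes, at 2-fold or 4-fold in either direction. For Tumor against DCIS, 4-fold changes were recovered for 49.0% of such genes in epithelial-like (13049 genes), 28.6% in fibroblast-like (11850), 58.6% in macrophage-like (7276) and 28.4% in T-cell-like cells (3837), and 2-fold changes for 2.1%, 0%, 7.3% and 1.1%. False calls were 9.7% of calls in T-cell-like cells and 0% in the others, so the design misses most 2-fold changes.

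The alternatives were RLE scaling, DESeq2 1.42.0, no filter on low counts, a fit of only the 4 libraries compared, a replicate term, library sums thinned to the smallest, mitochondrial limits of 5% and 20%, no doublet removal, clusters without integration, resolutions 0.4 and 1.2, quasi-binomial regression and a denominator of stromal and immune cells for cell numbers, fry and an estimated correlation for lists, epithelial-like cells with a T-antigen UMI after thinning, and leaving out each library. Fibroblast-like cells without a T-antigen UMI were an alternative chosen after seeing the data. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-image 0.26.0. Bulk RNA, array and human data of the study and copy number inference are not analysed here, and 1 planned comparison is not reported.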

Results

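Gene expression was measured as UMI counts in single cells of 6 libraries, 2 for each of 3 states of the C3(1)-Tag mouse: Prepuberty, DCIS and Tumor. The deposited matrices held 4689 and 3688 barcodes for Prepuberty 1 and 2, 3429 and 4273 for DCIS 1 and 2, and 4839 and 2917 for Tumor 1 and 2. In the same order, 4229, 3498, 3084, 3872, 4305 and 2549 cells were kept, with 44060133, 30365025, 28564804, 34758337, 57189896 and 42137828 UMIs. The median UMI count per kept cell was 9026, 7532, 7050.5, 6568, 10670 and 13620, and the median number of detected genes was 2413, 2289.5, 1945.5, 1836, 3011 and 3987. Tumor 2 lost the largest share of cells to the mitochondrial limit, 9.36%, and Prepuberty 2 the smallest, 1.49%. No UMI of the neomycin feature was counted. Every n below is 2 libraries per state unless stated otherwise.

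The study asks which cells and genes change from the early gland to in situ lesions and to tumours, and the number of cells of each type was compared first. Epithelial-like cells made up 18.5% and 4.17% of the cells of Prepuberty 1 and 2, 37.4% and 23.5% of DCIS 1 and 2, and 60.3% and 50.7% of Tumor 1 and 2. Fibroblast-like cells made up 49.4% and 48.3%, 20.8% and 33.0%, and 6.13% and 11.3%. Endothelial-like cells made up 16.8% and 19.2%, 13.8% and 9.17%, and 1.86% and 1.33%. Macrophage-like cells made up 2.37% and 2.37%, 7.91% and 4.34%, and 9.83% and 7.30%, and T-cell-like cells 0.189% and 2.74%, 1.82% and 0.775%, and 4.09% and 4.04%. Unnamed clusters held 6.05% and 9.98%, 8.85% and 8.16%, and 13.9% and 20.3%.

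**Figure D1:**
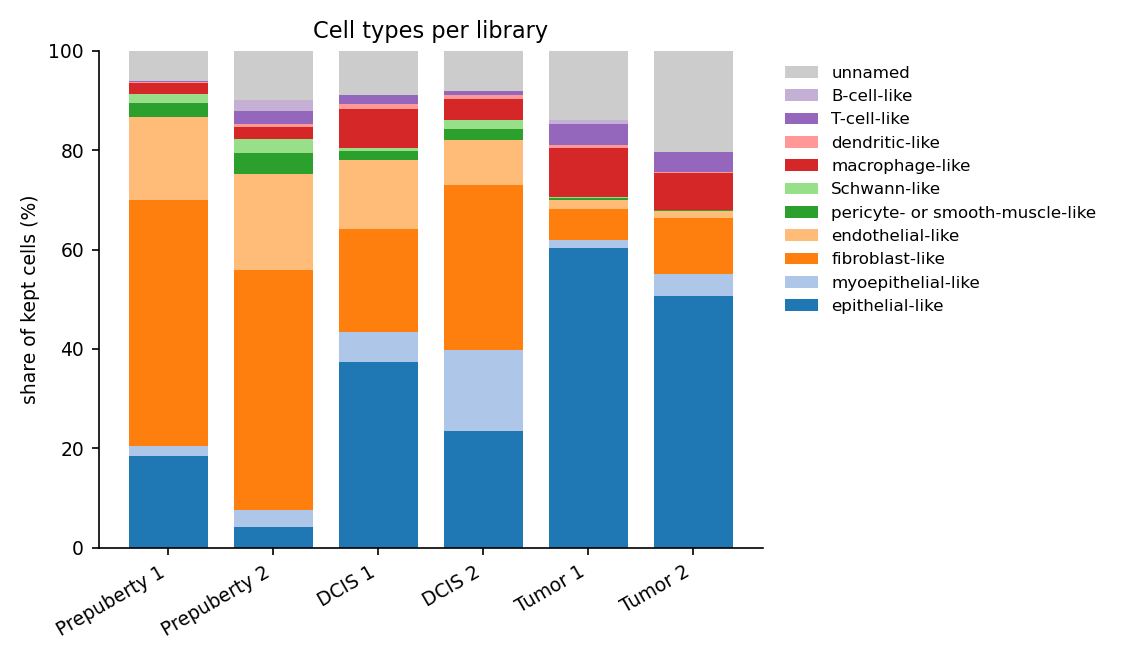
Share of kept cells (%, vertical axis) of each named type and of unnamed clusters in the 6 libraries (horizontal axis), each bar 1 library and each colour 1 type. Epithelial-like cells reach 60.3% and 50.7% in the Tumor libraries and fibroblast-like cells 49.4% and 48.3% in the Prepuberty libraries.

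Between DCIS and Prepuberty no type passed the threshold (edgeR quasi-likelihood test, 10 types). The smallest p-values were 0.0272 for B-cell-like cells (log2 ratio -5.83, SE 2.17, adjusted p 0.228) and 0.0457 for myoepithelial-like cells (log2 ratio 2.04, SE 0.87, adjusted p 0.228), the only types with an unadjusted p under 0.05. Without Prepuberty 2 the former value was -0.59, and without DCIS 2 the latter was 1.15. Between Tumor and DCIS 3 types were lower: Schwann-like cells (log2 ratio -4.23, SE 1.02, adjusted p 0.0211), endothelial-like cells (-2.84, SE 0.72, adjusted p 0.0211) and pericyte- or smooth-muscle-like cells (-2.45, SE 0.79, adjusted p 0.0483). This result moved most under quasi-binomial regression, at resolution 1.2 and with stromal and immune cells as the denominator, each of which left 0 types. T-cell-like cells (log2 ratio 1.65, SE 1.13, adjusted p 0.257) and macrophage-like cells (0.48, SE 0.69, adjusted p 0.502; 0.11 to 0.98 with 1 library left out) were not past the threshold. Between Tumor and Prepuberty 4 types were lower: Schwann-like (-5.19, adjusted p 0.00739), endothelial-like (-3.49, adjusted p 0.00739), pericyte- or smooth-muscle-like (-3.26, adjusted p 0.0125) and fibroblast-like cells (-2.48, adjusted p 0.0241). With stromal and immune cells as the denominator, 2 types passed in this comparison, 1 higher and 1 lower. A whole gland and a palpable tumour differ in the tissue sampled, so a lower share need not be a loss of cells. The fibroblast-like and myoepithelial-like classes of the Tumor libraries also held cells with T-antigen UMIs, and the number of myoepithelial-like Tumor cells was 0 without integration.

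The transgene was compared as the mark of transformed cells. In epithelial-like cells the SV40 T antigen (feature SV40_large_T_antigen, which has no position in the mouse genome) had 159, 3, 574, 267, 10933 and 1575 UMIs in Prepuberty 1 and 2, DCIS 1 and 2, and Tumor 1 and 2. Per UMI and without TMM this was 12.1 CPM (95% interval 10.4 to 14.1), 1.31 CPM (0.446 to 3.86), 36.5, 17.5, 261 and 59.9 CPM. The log2 fold change was 1.87 (SE 0.98, p 0.0952, adjusted p 0.463) for DCIS against Prepuberty, 2.31 (SE 0.96, p 0.0449, adjusted p 0.193) for Tumor against DCIS and 4.18 (SE 1.06, p 0.00489, adjusted p 0.0598) for Tumor against Prepuberty, none past the threshold over all genes tested. Library sums thinned to the smallest library moved the last value most, to 4.62 (adjusted p 0.0273), and the adjusted p ranged from 0.0273 to 0.125 over its alternatives. Single libraries weighed heavily: Tumor against DCIS was 0.59 without Tumor 1, Tumor against Prepuberty 2.41 without Tumor 1, and DCIS against Prepuberty 1.16 without Prepuberty 2. Without Prepuberty 1 the Prepuberty arm has 3 UMIs, and T antigen was 123.9-fold higher in Tumor (counting interval 42.39 to 601.0) and 23.55-fold higher in DCIS (8.032 to 114.4).

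After thinning, 0.975%, 0% (up to 2.36%), 6.63%, 3.48%, 33.7% and 9.78% of epithelial-like cells had a T-antigen UMI, against 14.0%, 2.05%, 30.0%, 18.5%, 73.0% and 57.2% before thinning. The thinned shares leave out 65, 19, 37, 16, 25 and 14 shallower cells. In fibroblast-like cells, taken as the background, the thinned share was 0.053%, 0% (up to 0.202%), 0.163%, 0% (up to 0.261%), 10.7% and 12.9%, and 0.144%, 0.059%, 0.625%, 0% (up to 0.235%), 30.3% and 47.4% before thinning, with 196, 201, 27, 128, 11 and 9 cells left out. The fibroblast-like share of Tumor 2 was thus above its epithelial-like share after thinning. Macrophage-like cells had 0% (up to 3.85%), 0% (up to 4.29%), 0.485%, 0% (up to 2.27%), 2.71% and 0% (up to 2.27%). Median depth was 12110, 7224.5, 9916, 12158.5, 13345 and 17387 UMIs in epithelial-like cells, 10636, 9589.5, 7946, 6875, 11227.5 and 14821 in fibroblast-like cells, and 4208, 3873, 5570.5, 4681, 4706 and 6249 in macrophage-like cells.

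**Figure D2:**
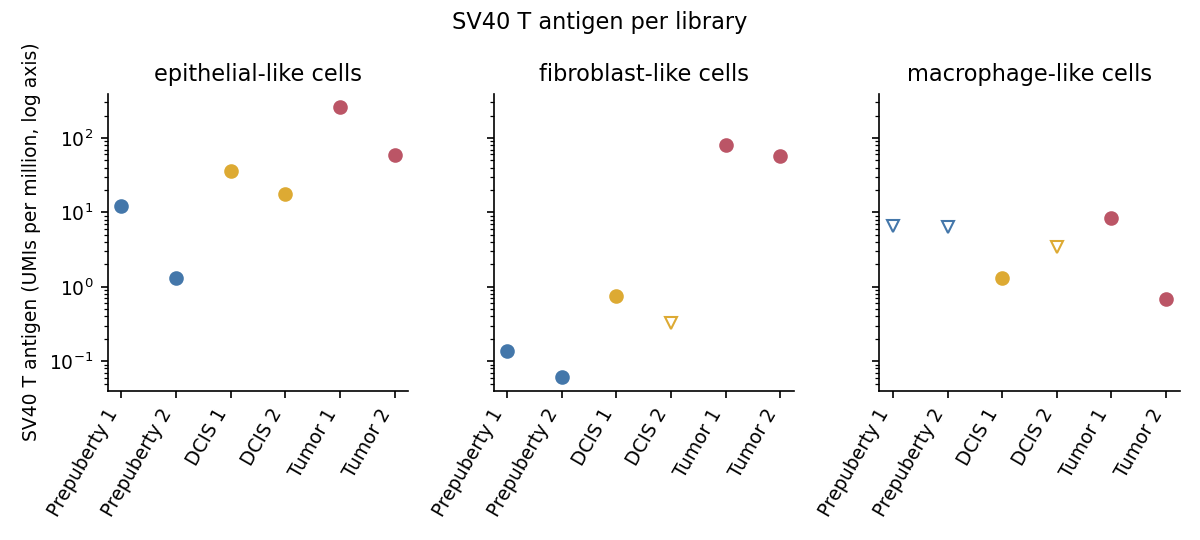
T-antigen level in CPM without TMM (vertical axis, log scale) for the 6 libraries (horizontal axis), in 3 panels for epithelial-like, fibroblast-like and macrophage-like cells, where points are libraries and open triangles mark the level of 3 UMIs where 0 were counted. Epithelial-like cells of Tumor 1 are at 261 CPM and those of Prepuberty 2 at 1.31 CPM.

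Gene expression of epithelial-like cells was compared between states, with 13320 genes tested. All epithelial-like cells were used, whereas the study compared cancer cells chosen by inferred copy number. Between DCIS and Prepuberty 0 genes passed the threshold and 1616 had an unadjusted p under 0.05. Between Tumor and DCIS 193 genes passed, 58 higher and 135 lower, and between Tumor and Prepuberty 815 passed, 382 higher and 433 lower. The states did not overlap for any of these genes, and over all genes tested this held for 57.3% and 55.9%, where chance gives 33.3%. Of the alternatives, DESeq2 and no filter on low counts gave the most genes (1610, of which 701 higher, and 2029, of which 1025 higher, for Tumor against DCIS), and clusters without integration gave 0 in both comparisons. The class of Tumor 2 then held 313 cells in place of 1292, with T antigen at 32.4 CPM in place of 59.9 CPM. Unnamed cells of Tumor 2 numbered 1680 in place of 517. Calls lost without integration therefore cannot be told apart from a loss of cells of Tumor 2 from the class. Fits of only the 4 libraries compared gave 16 and 330 genes, and fits with a replicate term gave 0 and 285.

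The 3 largest increases from DCIS to Tumor were those of Emp3 (ENSMUSG00000040212, GRCm38 chromosome 7, 45918023 to 45921404; log2 fold change 3.89, SE 0.64, adjusted p 0.0396), Nt5dc2 (ENSMUSG00000071547, chromosome 14, 31131053 to 31139124; 3.66, SE 0.57, adjusted p 0.0371) and Vim (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826; 3.50, SE 0.41, adjusted p 0.0324). Vim was at 13.7 and 12.0 CPM in DCIS 1 and 2 and at 136 and 157 CPM in Tumor 1 and 2. Among the decreases, Saa2 (ENSMUSG00000057465, chromosome 7, 46751790 to 46754313) had 3074 UMIs in DCIS and 0 in Tumor, at least 2897-fold lower (at least 1295-fold without Tumor 1; adjusted p 0.0497), Saa1 (ENSMUSG00000074115, chromosome 7, 46740497 to 46742980) changed by a log2 value of -11.76 (SE 1.46, adjusted p 0.0324) and Tph1 (ENSMUSG00000040046, chromosome 7, 46644641 to 46672537) by -7.95 (SE 0.97, adjusted p 0.0324). Saa1 and Saa2 are paralogs, so the split of UMIs between them is uncertain. Tph1 was among the leading genes of epithelial-like cluster 12. That cluster held 138 of 1153 and 297 of 908 epithelial-like cells in DCIS 1 and 2. In Tumor 1 and 2 it held 8 of 2596 and 38 of 1292. A change in the kinds of epithelial-like cells was not separated from a change of Tph1 within cells. All 6 calls were lost without integration, where adjusted p-values reached from 0.0859 to 0.190 and the class lacked most of its Tumor 2 cells. With a replicate term 0 genes passed for Tumor against DCIS, so all 6 calls were lost there too, although the labels name no pairs. The calls of Emp3, Nt5dc2 and Tph1 were also lost with only the 4 libraries compared, and that of Saa2 with thinned library sums and without doublet removal. Against Prepuberty the largest increases were those of Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653; 9.62, SE 1.02, adjusted p 0.0228), Prkg2 (ENSMUSG00000029334, chromosome 5, 98929773 to 99037351; 9.40, adjusted p 0.0399) and 1500015O10Rik (ENSMUSG00000026051, chromosome 1, 43730602 to 43742578; 7.79, adjusted p 0.0363). Without Prepuberty 1, Cdkn2a had 0 UMIs in Prepuberty and was at least 990-fold higher, and without Tumor 1 the value of 1500015O10Rik was 4.45. The decreases were Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068), at least 1413-fold lower (at least 165.9-fold without Prepuberty 2, which held 705 of its 782 UMIs), Saa2, at least 1099-fold lower (Prepuberty 2 held 2 UMIs, so no fold is given without Prepuberty 1), and Saa1 (-10.08, SE 1.40, adjusted p 0.0249). None of these 6 passed without integration, 1500015O10Rik, Cxcl13 and Saa2 did not pass with only the 4 libraries compared, and Saa2 did not with thinned library sums.

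Of the genes that the study's text names, 19 were tested in epithelial-like cells for DCIS against Prepuberty. None passed over all genes tested, 3 had an unadjusted p under 0.05, and 1, Hspa1b, passed when adjusted over the list alone. For Tumor against DCIS, 17 were tested, 3 passed over all genes tested and 6 passed adjusted over the list alone. Since the study chose these genes on the same samples, the latter counts are not independent evidence. Those that passed over all genes were Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817; log2 fold change -4.39, SE 0.49, adjusted p 0.0316), Cebpd (ENSMUSG00000071637, chromosome 16, 15887286 to 15891031; -2.59, SE 0.46, adjusted p 0.0482) and Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238; -2.94, SE 0.49, adjusted p 0.0404), whose UMIs may be shared with its paralog Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156). None of the 3 passed without integration, with only the 4 libraries compared or with a replicate term. Icam1 and Cebpd belong to the NFKB list, which also fell in fibroblast-like (-2.46), macrophage-like (-1.08) and T-cell-like cells (-1.10). Hspa1b is a heat shock gene, and the mean of that list fell there too (-1.92, -0.66 and -0.85). In macrophage-like cells 6 of its 12 genes were higher. A difference in dissociation, if there was one, cannot be told apart from the state for these genes. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361; log2 fold change 1.17, adjusted p 0.338; 0.35 without Tumor 2), Aurka (ENSMUSG00000027496, chromosome 2, 172356190 to 172370535; 0.58, adjusted p 0.539; 0.37 without Tumor 1), Birc5 (ENSMUSG00000017716, chromosome 11, 117849251 to 117855743; 0.96, adjusted p 0.284) and Ccnb1 (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570; 1.25, adjusted p 0.253) were higher in Tumor and did not pass.

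In fibroblast-like cells 12161 genes were tested. Between DCIS and Prepuberty 0 passed, with 1206 at an unadjusted p under 0.05. Between Tumor and DCIS 1703 passed, 1017 higher and 686 lower, and between Tumor and Prepuberty 1125 passed, 792 higher and 333 lower. The states did not overlap for 64.0% and 53.5% of all genes tested. Without integration the counts were 645 (308 higher and 337 lower) and 329 (204 and 125), and this class of the Tumor libraries included cells with T-antigen UMIs, as given above. From DCIS to Tumor the largest increases were those of H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143; log2 fold change 7.20, SE 1.15, adjusted p 0.0117; without DCIS 2, 0 UMIs in DCIS and at least 284.8-fold higher), Cdkn2a (6.90, SE 0.85, adjusted p 0.00777) and Pthlh (ENSMUSG00000048776, chromosome 6, 147252101 to 147264183; 6.22, SE 0.99, adjusted p 0.0115; 0.0605 without integration). Gsta1 (ENSMUSG00000074183, chromosome 9, 78230656 to 78242684) was at least 703.2-fold lower (225.6-fold without Tumor 2), its paralog Gm3776 (ENSMUSG00000111709, chromosome 9, 78257129 to 78269166) at least 314.8-fold lower (84.05-fold without DCIS 2), with the split between both uncertain, and Csf3 (ENSMUSG00000038067, chromosome 11, 98701263 to 98703629) changed by -9.18 (SE 0.68, adjusted p 0.00487). Against Prepuberty, Lgals7 (ENSMUSG00000053522, chromosome 7, 28863853 to 28866284, log2 fold change 9.66, SE 1.03, adjusted p 0.00643), 1500015O10Rik (9.42, adjusted p 0.0213) and Cdkn2a (8.99, adjusted p 0.00643) were higher. Gsta1 was at least 680.0-fold (218.2-fold without Tumor 2) and Gm3776 at least 380.6-fold lower (119.0-fold without Prepuberty 2). Over the alternatives of Gm3776 its adjusted p reached 0.0501, above the threshold. U90926 (ENSMUSG00000029409, chromosome 5, 92209893 to 92215408), with 3 UMIs in Tumor, was 539.9-fold lower (counting interval 184.7 to 2619). Without Prepuberty 1 U90926 was 185.2-fold lower, and without Prepuberty 2 it was 823.2-fold lower. Of 5 genes named by the study 0 passed over all genes tested for Tumor against DCIS, 3 had an unadjusted p under 0.05, and Col5a1 (ENSMUSG00000026837, chromosome 2, 27886425 to 28039514; 2.20, adjusted p over all genes 0.0925; 0.84 without Tumor 1), Spp1 (3.26, 0.0669; 5.02 without DCIS 1) and Sdc2 (ENSMUSG00000022261, chromosome 15, 32920723 to 33034935; 1.81, 0.0633; 1.14 without Tumor 2) passed adjusted over the list alone.

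In macrophage-like cells 7595 genes were tested, and 10 passed between DCIS and Prepuberty, 8 higher and 2 lower (31 and 31 with DESeq2, 109 and 125 without a filter on low counts). The largest increases were those of Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050; log2 fold change 6.24, SE 0.63, adjusted p 0.00841), Ctla2a (ENSMUSG00000044258, chromosome 13, 60934155 to 60936625; 4.96, SE 0.65, adjusted p 0.0175; without Prepuberty 2, 0 UMIs in Prepuberty and at least 18.54-fold higher; not passed without doublet removal), which has a close paralog, and Cxcl14 (ENSMUSG00000021508, chromosome 13, 56288643 to 56296551), 30.88-fold higher (counting interval 10.42 to 150.9) from 3 UMIs in Prepuberty. Ifnb1 (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774; -5.62, SE 0.64, adjusted p 0.00991) and Ifih1 (ENSMUSG00000026896, chromosome 2, 62595798 to 62646255; -2.46, SE 0.38, adjusted p 0.0439; not passed with thinned library sums or without doublet removal) were lower. Between Tumor and DCIS 503 passed, 190 higher and 313 lower, and between Tumor and Prepuberty 459, 147 higher and 312 lower, with no overlap for 59.3% and 49.8% of all genes tested. Thinned library sums gave 196 genes for Tumor against DCIS. Retnlg (ENSMUSG00000022651, chromosome 16, 48872621 to 48874496) had 0 UMIs in DCIS and 399 in Tumor, at least 58.5-fold higher (22.23-fold without DCIS 1). Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850; 6.74, SE 1.62, adjusted p 0.0386) and Ctsk (ENSMUSG00000028111, chromosome 3, 95499256 to 95509362; 5.61, SE 1.38, adjusted p 0.0404) rested on Tumor 2, without which their values were 1.59 and 0.64. Both calls were lost with thinned library sums and at a mitochondrial limit of 5%, and that of Ctsk also with only the 4 libraries compared. Cxcl13 was 1262-fold lower (348.5 to 10430), Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624) 393.3-fold lower (69.67 to 15620), and Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) changed by -8.44 (SE 1.29, adjusted p 0.00792; -12.1 without Tumor 1). Against Prepuberty, Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879), G0s2 (ENSMUSG00000009633, chromosome 1, 193272161 to 193273217) and Retnlg were at least 70.99-fold, 27.48-fold and 25.2-fold higher (30.87-fold, 11.95-fold and 10.96-fold without Prepuberty 2), and Cxcl5, Ifnb1 and Marco (ENSMUSG00000026390, chromosome 1, 120474538 to 120505024) were 3298-fold (589.8 to 130500), 1381-fold (470.8 to 6711) and 1472-fold (405.7 to 12190) lower. Without Tumor 1, Cxcl5 was 1502-fold and Marco 670.4-fold lower than in Prepuberty, and without Tumor 2 Ifnb1 was 752.2-fold lower. Against DCIS, Cxcl5 was 179.1-fold lower without Tumor 1. Retnlg and G0s2 UMIs lay almost all in a subset of the class with neutrophil genes. Of 7 genes named by the study 2 passed over all genes tested for Tumor against DCIS, Cotl1 (ENSMUSG00000031827, chromosome 8, 119809222 to 119840544; 1.77, adjusted p 0.0341; not passed with thinned library sums) and Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273; 1.70, adjusted p 0.0366), and 3 adjusted over the list alone. Fos is an immediate early gene, and the mean of that list was also higher in epithelial-like (0.91), fibroblast-like (0.79) and T-cell-like cells (0.80) of Tumor. Dissociation, if it differed, cannot be told apart from the state here either.

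In T-cell-like cells 4284 genes were tested for Tumor against DCIS, with 86 cells in DCIS, and 9 passed, 3 higher and 6 lower (478 at an unadjusted p under 0.05; no overlap for 44.2% of genes). The count depended on the processing, with 1 gene under RLE scaling and 81 without a filter on low counts (52 higher and 29 lower), among other alternatives. Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970), which has close paralogs, was 64.88-fold higher (17.88 to 537.0), Ctsw (ENSMUSG00000024910, chromosome 19, 5465043 to 5468507) 33.77-fold higher (9.265 to 280.2) and Bcl2 (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274) higher by a log2 value of 2.998 (SE 0.57, adjusted p 0.0412). Tg (ENSMUSG00000053469, chromosome 15, 66670753 to 66850721) was 86.47-fold lower (13.83 to 3584; 17 of its 20 UMIs in DCIS were in DCIS 1, without which no fold is given), Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) 36.75-fold lower (8.724 to 327.9) and Hspb1 (ENSMUSG00000004951, chromosome 5, 135887919 to 135889563) changed by -4.05 (SE 0.72, adjusted p 0.0353). Of these, only Ctsw passed under every alternative run for it. Ly6c2 was 25.06-fold higher without Tumor 1 and 99.65-fold higher without Tumor 2, and Ccl2 was 19.62-fold lower without Tumor 2. DCIS against Prepuberty had 1 library in 1 arm and was not tested.

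Lists of genes addressed programmes that the study discusses. In epithelial-like cells the proliferation list (32 genes) rose by a mean log2 value of 0.93 from Prepuberty to DCIS (camera p 3.1e-12, adjusted over 9 tests 1.4e-11; 28 genes higher) and by 0.73 from DCIS to Tumor (p 0.00146, adjusted p 0.00263; 29 higher). Single libraries moved the former to 0.30 (without Prepuberty 2) and 2.31 (without Prepuberty 1). The interferon list (29 genes) fell by 0.43 from Prepuberty to DCIS (p 0.000619, adjusted p 0.00139; 24 lower; -0.27 without Prepuberty 1). The NFKB list (26 genes) changed by 0.10 from Prepuberty to DCIS (p 0.329, adjusted p 0.329) and by -1.63 from DCIS to Tumor (p 2.6e-12, adjusted p 1.4e-11; 24 lower; -2.39 without Tumor 1). The glycolysis and hypoxia list (24 genes) rose by 0.88 from DCIS to Tumor (p 0.00312, adjusted p 0.00401; 19 higher; 0.33 without Tumor 1). In fibroblast-like cells the extracellular matrix list (24 genes) was 0.95 higher in Tumor (p 0.0941, adjusted p 0.106; 22 higher) and at -0.30 without Tumor 1. It passed without integration (1.52, adjusted p 0.00224) and with a mitochondrial limit of 20% (1.11, adjusted p 0.0435). In fibroblast-like cells without a T-antigen UMI it was 1.28 (camera p 0.00773, not adjusted, as no other list was tested there). Tumour cells in which no T-antigen UMI was seen may remain in that set. The extracellular matrix list also passed with a replicate term (0.80, adjusted p 0.0230), although the labels name no pairs. Over its alternatives the adjusted p ran from 0.00224 to 0.680. In T-cell-like cells the activated T cell list (5 genes) fell by 1.04 (p 0.000395, adjusted p 0.00119; -0.53 without Tumor 2 and -2.04 without Tumor 1) and the cytotoxic list (8 genes) rose by 2.39 (p 0.00197, adjusted p 0.00295; 0.66 without Tumor 2 and 4.11 without DCIS 1). The choice of test moved these results most: none of the calls held under fry or an estimated correlation, where adjusted p-values were 0.0871 and 0.279 for the NFKB list in Tumor and higher for the others.

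**Figure D3:**
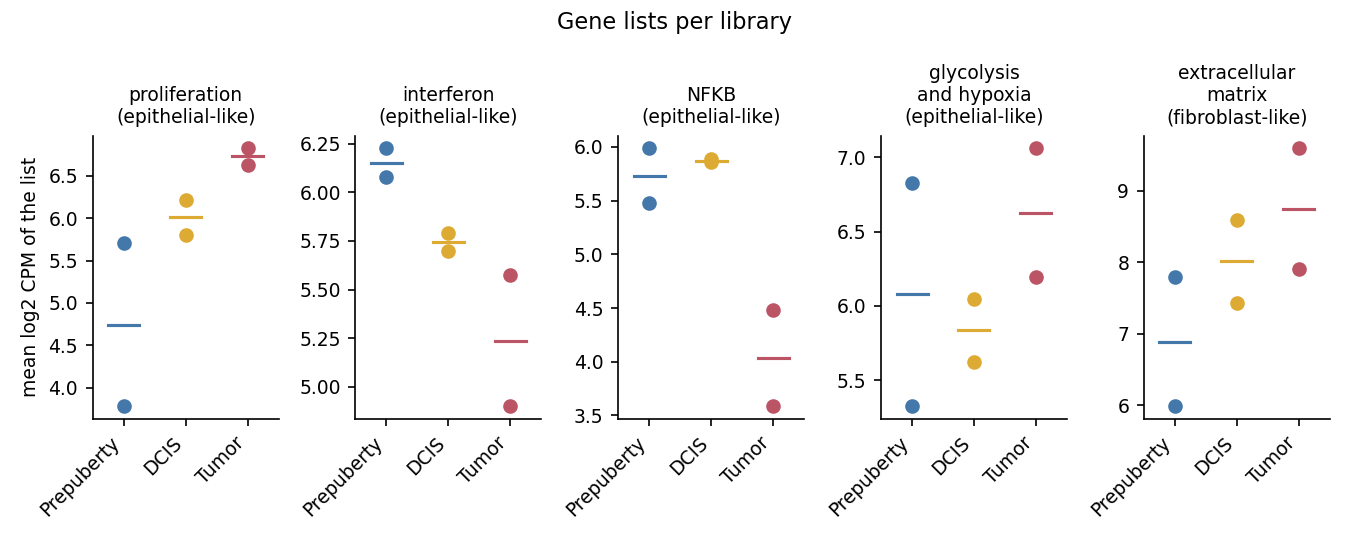
Mean log2 CPM of the gene lists tested in epithelial-like and fibroblast-like cells (vertical axis), by state (horizontal axis), where points are libraries and lines the mean of a state. The NFKB list in epithelial-like cells lies at 5.89 and 5.86 in DCIS and at 4.48 and 3.59 in Tumor.

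Few genes of these lists passed on their own. From Prepuberty to DCIS, 0 of the proliferation list passed over all genes tested and 4 adjusted over the list alone (9 at an unadjusted p under 0.05), and from DCIS to Tumor 0 and 0 (6). The interferon list had 0 and 0 (3). The NFKB list had 0 and 0 (5) from Prepuberty to DCIS, and 4 and 14 (17) from DCIS to Tumor. The glycolysis and hypoxia list had 1 and 1 (5), the extracellular matrix list 0 and 0 (7), the activated T cell list 1 and 1 (2) and the cytotoxic list 0 and 2 (4).

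Pdcd1 and Cd274 encode the checkpoint receptor PD-1 and its ligand PD-L1, for which the study compared immune cells. Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553) in T-cell-like cells was at 161 CPM in Prepuberty 2, 847 and 527 CPM in DCIS 1 and 2, and 166 and 90.3 CPM in Tumor 1 and 2, from 37, 87, 27, 59 and 28 UMIs. From DCIS to Tumor it changed by a log2 value of -2.43 (SE 0.49, p 0.000152), with an adjusted p of 0.0591 over all genes tested and 0.000228 adjusted over the list alone. Over its alternatives the adjusted p ran from 4.19e-05 to 0.141. The change from Prepuberty to DCIS, 2.11, was not tested. After thinning a UMI was seen in 2 of 4, 5 of 35, 13 of 20, 4 of 7, 10 of 77 and 10 of 67 T-cell-like cells, with 4, 61, 36, 23, 99 and 36 cells left out, against 37.5%, 12.5%, 48.2%, 23.3%, 17.0% and 15.5% before. The background in fibroblast-like cells was 0% in 5 libraries (up to 0.158% to 1.19%) and 0.357% in Tumor 2. Median depth was 1931.5, 1682, 1533, 1221, 1867 and 2543 UMIs in T-cell-like cells.

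Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095) in macrophage-like cells was at 373 and 224 CPM in Prepuberty, 288 and 268 in DCIS, and 24.99 and 5.787 in Tumor. It changed by -0.10 (SE 0.53, p 0.858, adjusted p 0.967) from Prepuberty to DCIS and by -4.15 (SE 0.61, p 3.58e-05, adjusted p 0.00696, and 0.000107 adjusted over the list alone) from DCIS to Tumor, where the adjusted p ran from 0.000724 to 0.00912 over its alternatives. After thinning 34.6%, 40.0%, 36.9%, 37.1%, 3.92% and 1.52% of macrophage-like cells had a UMI, against 58.0%, 56.6%, 62.7%, 57.7%, 11.1% and 5.91% before, with 22, 13, 38, 36, 91 and 54 cells left out. The share in fibroblast-like cells was 1.11%, 0.471%, 8.32%, 2.00%, 0.395% and 0% (up to 1.07%) after thinning and 5.60%, 1.84%, 21.6%, 7.11%, 1.52% and 0.346% before. These shares vary between libraries and cannot be taken as a background. They too were lower in both Tumor libraries than in both DCIS libraries, so the fall was not confined to macrophage-like cells. Neutrophil-like cells are part of the macrophage-like class.

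**Figure D4:**
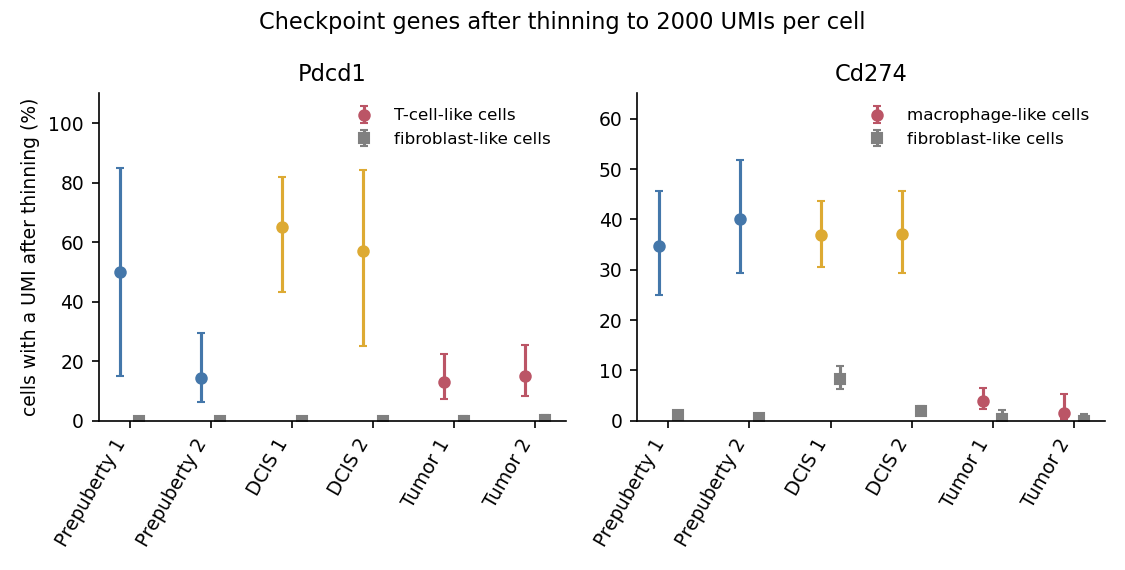
Share of cells with a UMI after thinning to 2000 UMIs (%, vertical axis) in the 6 libraries (horizontal axis) for Pdcd1 in T-cell-like and Cd274 in macrophage-like cells (circles), with fibroblast-like cells as grey squares and 95% Wilson intervals as error bars. Cd274 lies at 36.9% and 37.1% in DCIS and at 3.92% and 1.52% in Tumor.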

Values the study reported

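The study reports that 21332 cells were captured over the 6 experiments. In its regression of cell numbers, the odds of a cell falling in the T lymphocyte cluster were 4.46 times as high in the Tumor state as in the DCIS state, and for the macrophage cluster the odds ratio was 1.35. These odds ratios refer to clusters of the study's own annotation.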

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

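Of the tests in this part, all were chosen after the result was seen except the test for doublets in Tumor 2. No biological explanation was tested beyond the disease states themselves, which stay open throughout.

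T antigen was detected in cell classes outside the epithelial-like one, with intervals above those of the Prepuberty libraries. After thinning it was seen in 10.7% (95% interval 7.44% to 15.1%) of fibroblast-like cells of Tumor 1 and 12.9% (9.43% to 17.3%) of Tumor 2, in 5.13% (2.01% to 12.5%) of endothelial-like and 22.2% (14.2% to 33.1%) of myoepithelial-like cells of Tumor 1 (8.18% of Tumor 2, whose interval, 4.36% to 14.8%, meets that of Prepuberty 1, up to 4.81%), and in 6.88%, 34.7% and 11.3% of unnamed cells of DCIS 1, Tumor 1 and Tumor 2. Free RNA alone would reach all classes of a library alike, but T antigen per UMI was at least 9.75 times as high in fibroblast-like as in macrophage-like cells in both Tumor libraries, which argues against it. For Tumor 1, integration may have placed tumour cells in other classes: without it, T antigen in the fibroblast-like class was 18.2 CPM in place of 81.5 CPM, and in the endothelial-like class 3.96 CPM in place of 247 CPM. For the fibroblast-like class of Tumor 2 the same test argues against this, with 60.3 CPM without integration and 57.6 CPM with it. Doublets of an epithelial-like and a fibroblast-like cell are argued against there too, since the highest of Epcam, Krt8 and Krt18 in the 137 cells with a T-antigen UMI was 10.6% of the epithelial-like level, far under what an equal mix of both cells would bring. Dcn, Col1a1 and Col3a1 were at 75.0%, 58.3% and 44.3% of their level in cells of the class without T antigen, which does not speak against doublets. What these cells of Tumor 2 are stays open, and tumour cells with a mesenchymal profile or fibroblasts that express the transgene are untested.

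The myoepithelial-like class of the Tumor libraries held 72 and 112 cells with integration and 0 without integration, so cells of another type placed there by the integration are a candidate explanation for its T antigen. The unnamed clusters of the Tumor libraries may hold tumour cells that the marker lists did not name: after thinning, the share of unnamed cells with T antigen was at least 1.03 times that of epithelial-like cells of the same library. Fibroblast-like cells of Tumor 2 reached that level too, so in Tumor 2 the level alone does not identify tumour cells.

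The change in the proliferation list differed between cell types (fry on the difference, adjusted over 14 tests). From Prepuberty to DCIS, fibroblast-like cells changed by 1.24 log2 units less than epithelial-like cells (difference -1.24, adjusted p 0.0343; 28 of 32 genes lower), and the rise in epithelial-like cells was 0.91 in thinned libraries against 0.93 before, which argues against depth as its cause. From DCIS to Tumor, fibroblast-like cells rose by 3.81 more than epithelial-like cells (adjusted p 0.000148; 32 of 32 genes). Tumour cells with T antigen in the fibroblast-like class may contribute: without cells that had a T-antigen UMI the rise in that class was 4.15 in place of 4.57, and without integration it was 2.96. A rise in fibroblasts cannot be told apart from tumour cells in which no T-antigen UMI was seen, since a T-antigen UMI was seen in no more than 73.0% and 57.2% of epithelial-like cells of Tumor 1 and 2.

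Macrophage-like cells rose by 1.98 more than epithelial-like cells in the proliferation list from DCIS to Tumor (adjusted p 0.0193; 31 of 32 genes). Epithelial-like cells or their RNA are argued against, because Epcam, Krt8 and Krt18 in macrophage-like cells were at most 2.86% of the epithelial-like level while the proliferation list reached 28.2% in Tumor 1 and 22.3% in Tumor 2. Depth is argued against as well, with a rise of 2.22 in thinned libraries. The glycolysis and hypoxia list changed in the other direction (difference -1.51, adjusted p 0.0193; 22 of 24 genes lower), and in thinned libraries macrophage-like cells still changed by -0.76 while epithelial-like cells rose by 0.86, which argues against depth. The kinds of cells within the macrophage-like class did change: neutrophil-like cells made up 15.1% and 24.7% of it in Tumor 1 and 2, against 2.05% and 0% in DCIS 1 and 2. Whether a change in the kinds of cells moved these lists was not tested and stays open.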

How the results depend on the processing

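The only alternative here chosen after the results were seen is that of fibroblast-like cells without a T-antigen UMI. Over the results that answer a comparison, 217 of 292 values kept their direction and side of the threshold (or stayed near the reported count), 15 were weaker, 11 stronger, 48 counts moved and 1 reversed. For single genes and cell types 907 of 1022 values did so, 85 were weaker, 19 stronger and 11 reversed. Unless stated, the cause was not tested.

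DESeq2 changed the numbers of genes to 280, 1610 and 2228 in epithelial-like cells (DCIS against Prepuberty, Tumor against DCIS, Tumor against Prepuberty), 78, 2605 and 1891 in fibroblast-like cells, 62 in macrophage-like cells for DCIS against Prepuberty and 19 in T-cell-like cells. Without a filter on low counts they were 678, 2029 and 2694, 365, 3176 and 2604, 234, 1172 and 1033, and 81 in T-cell-like cells. RLE scaling left 1 gene in T-cell-like cells (1 higher and 0 lower, against 3 and 6), although it moved no median of all genes by more than 0.055. Fits of only the 4 libraries compared have fewer libraries to estimate the spread and gave 1, 16 and 330 genes in epithelial-like cells, 47 (DCIS against Prepuberty) and 265 (Tumor against Prepuberty) in macrophage-like cells and 1 in T-cell-like cells.

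For the gene lists, fry gave adjusted p-values of 0.495 for proliferation (0.93) and interferon (-0.43) in DCIS against Prepuberty, and in Tumor against DCIS 0.507 for proliferation (0.73), 0.0871 for NFKB (-1.63), 0.507 for glycolysis and hypoxia (0.88), 0.495 for activated T cells (-1.04) and 0.507 for cytotoxic T cells (2.39). With camera and an estimated correlation these were 0.503, 0.503, 0.680, 0.279, 0.680, 0.503 and 0.572 for the same values (0.93, -0.43, 0.73, -1.63, 0.88, -1.04 and 2.39).

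Clusters without integration gave 0 genes in epithelial-like cells for Tumor against DCIS and 0 against Prepuberty, 645 and 329 in fibroblast-like cells and 22 in T-cell-like cells. The epithelial-like class of Tumor 2 then held 313 cells in place of 1292, and unnamed cells of Tumor 2 numbered 1680 in place of 517. The same alternative gave Pdcd1 -2.44 (adjusted p 0.0250) and the extracellular matrix list 1.52 (adjusted p 0.00224). For Tumor against DCIS it gave the proliferation list 0.25 (adjusted p 0.338) and 1 cell type with a changed share. Mybl2 in epithelial-like cells reversed for Tumor against DCIS, to -0.0056 from 0.189 with integration. For Tumor against Prepuberty the share of dendritic-like cells reversed to -2.45 from 0.44. That of myoepithelial-like cells reversed to -9.63 from 0.144 (adjusted p 0.0134 in a fit against 0 Tumor cells). Epithelial-like cells with a T-antigen UMI after thinning, which are fewer cells, gave 39 genes for Tumor against DCIS. Prepuberty 1 and 2 had 7 and 0 such cells and did not enter this fit. With all epithelial-like cells, the fit of only the 4 libraries compared gave 16 genes. Fibroblast-like cells without a T-antigen UMI gave the extracellular matrix list 1.28 (camera p 0.00773, not adjusted, as no other list was tested there).

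A mitochondrial limit of 20% gave 391 genes in epithelial-like cells for Tumor against DCIS, 24 in T-cell-like cells, Pdcd1 -2.41 (adjusted p 0.0232), the extracellular matrix list 1.11 (adjusted p 0.0435) and a reversed myoepithelial-like share of -0.41 for Tumor against Prepuberty. A limit of 5% gave 4 genes in T-cell-like cells. Without doublet removal Pdcd1 was -2.46 (adjusted p 0.0312), Cd274 in DCIS against Prepuberty reversed to 0.00077 and the myoepithelial-like share in Tumor against Prepuberty to -1.16. Thinned library sums gave 4 genes in epithelial-like cells for DCIS against Prepuberty, 196 in macrophage-like cells for Tumor against DCIS, 68 in T-cell-like cells, T antigen 4.62 in Tumor against Prepuberty (adjusted p 0.0273) and Pdcd1 -3.13 (adjusted p 4.19e-05). Over all its alternatives the adjusted p of Pdcd1 ran from 4.19e-05 to 0.141, that of T antigen from 0.0273 to 0.125 and that of the extracellular matrix list from 0.00224 to 0.680.

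For cell numbers, 0 types changed between Tumor and DCIS with quasi-binomial regression, with resolution 1.2 and with stromal and immune cells as the denominator. Between Tumor and Prepuberty quasi-binomial regression gave 2 types and the other denominator 2. That denominator also reversed the shares of T-cell-like cells (0.56) and endothelial-like cells (0.011) in DCIS against Prepuberty, dendritic-like cells in Tumor against DCIS (0.31) and B-cell-like cells in Tumor against Prepuberty (0.77). Epithelial-like cells leave this denominator, which by construction raises the other shares where they are many.

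The labels number the libraries of each state, and a replicate term was tried although they name no pairs. Deviations of libraries with the same number correlated between -0.073 and 0.317 over genes. With the term, 0 and 285 genes changed in epithelial-like cells (Tumor against DCIS and against Prepuberty), 13 in fibroblast-like and 18 in macrophage-like cells for DCIS against Prepuberty, and 118 in T-cell-like cells. T antigen in Tumor against Prepuberty was 4.33 (adjusted p 0.0336), Pdcd1 -2.43 (adjusted p 0.000104) and the extracellular matrix list 0.80 (adjusted p 0.0230), while Tnc in fibroblast-like cells (-0.15) and the share of T-cell-like cells in DCIS against Prepuberty (0.22) reversed.

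Across the fits that each left out 1 library, T antigen ranged from 1.16 to 4.58 (DCIS against Prepuberty), 0.59 to 3.05 (Tumor against DCIS) and 2.41 to 6.85 (Tumor against Prepuberty; the highest values rest on 3 UMIs in Prepuberty), the proliferation list in DCIS against Prepuberty from 0.30 to 2.31, and in Tumor against DCIS the cytotoxic T cell list from 0.66 to 4.11, the activated T cell list from -2.04 to -0.53, the NFKB list from -2.39 to -1.46, the extracellular matrix list from -0.30 to 1.60 and Cd274 from -5.60 to -3.46. In all, 53 of 64 such values stayed within the spread between libraries and 11 moved, and for single genes 403 of 499 stayed and 96 moved. T-cell-like cells were few in DCIS, with 56 and 30 in DCIS 1 and 2. In simulated counts 28.4% of 4-fold changes were recovered in T-cell-like and 28.6% in fibroblast-like cells. False calls were 9.7% and 0% of calls. The changed genes were drawn from those that had passed the filter on low counts, 4284 in T-cell-like and 12161 in fibroblast-like cells. Genes lost to that filter do not enter the recovery rates, which therefore cannot tell whether the cell number was the limit.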

Other observations

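Of the tests in this part, those for depth, for lymph node tissue and for an animal with 1 X chromosome were chosen before the value was seen, and the other tests after the result was seen.

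The NFKB and oxidative stress lists were lower in Tumor than in DCIS in epithelial-like (-1.63 and -0.55), fibroblast-like (-2.46 and -3.76), macrophage-like (-1.08 and -2.12) and T-cell-like cells (-1.10 and -1.24). The heat shock list changed by -1.59, -1.92, -0.66 and -0.85 in the same order, and the immediate early list by 0.91, 0.79, 0.87 and 0.80. Depth is argued against, since the least negative value was -0.49 in thinned libraries against -0.55 before. Free RNA stays open, as its level was not measured. If tumours were dissociated differently, as the study's methods say and the labels do not, dissociation may have lowered these lists. It cannot be told apart from the state, because every Tumor library would share it (least negative value -0.55). From Prepuberty to DCIS the heat shock list changed by 1.56, 1.04, 0.24 and 0.67 in the 4 types. In macrophage-like cells 5 of its 12 genes were higher and 7 lower, so no rise was seen there.

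Genes called lower in Tumor than in DCIS in epithelial-like, fibroblast-like and macrophage-like cells alike numbered 11 of the 7184 genes tested in all 3, and genes called higher in all 3 numbered 3. The cell types come from the same libraries, so these overlaps were not tested against chance.

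Tumor 2 held 1 Xist UMI (0.024 CPM), while the other libraries were at 863 to 1495 CPM. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 2 UMIs in Tumor 2, as many as in Tumor 1, which argues against a male animal. Loss of an X chromosome in the tumour cells only is argued against by 0 Xist UMIs among 1458956 UMIs of macrophage-like cells. A gene missing from the counting of that library is argued against too, because a gene that is not counted would have no UMI and Xist had 1. A partial loss of its reads was not tested. An animal with 1 X chromosome stays open, since genes that escape X inactivation deviated by 0.74 log2 units in macrophage-like, -0.31 in endothelial-like and 0.26 in fibroblast-like cells, in both directions, and cannot be told apart from other causes with 1 library. No biological explanation was tested further.

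The study's methods name another kit version for Tumor 2. Barcodes of Tumor 2 were shared with other libraries in 1.15 ppm of possible pairs (70 of 61017806), against 1.42 ppm (247 of 174271084) among the other 5 libraries, which argues against a different barcode list in Tumor 2.

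Prepuberty 2 held 72 B-cell-like cells, against 1 in Prepuberty 1, and 2.74% T-cell-like cells against 0.189%. Lymph node tissue in that gland may be the source: the lymphoid stroma list had a mean log2 (CPM + 1) of 2.65 in its fibroblast-like cells, against 0.86 to 1.43 in the other libraries. Only 2 of the 7 genes, Ccl21a and Ccl19, were highest there, so this cannot be told apart from other sources of lymphocytes.

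Retnlg and G0s2, called higher in macrophage-like cells of Tumor, may reflect a larger share of neutrophil-like cells in that class. Without integration the marker lists named a separate neutrophil-like cluster of 116 cells, all of them macrophage-like with integration. They made up 15.1% and 24.7% of macrophage-like cells in Tumor 1 and 2, 2.05% and 0% in DCIS 1 and 2, and 1.00% and 0% in Prepuberty 1 and 2. These cells held 99.8% of Retnlg, 96.4% of G0s2, 95.9% of S100a8 and 98.1% of S100a9 UMIs of the class. They held 90.5% of Cxcr2 but only 28.1% of Csf3r UMIs. Retnlg, S100a8 and S100a9 are among the 5 markers that name them, and G0s2 is not. Mmp9 (1.57%), Ctsk (0.04%) and Cx3cr1 (0.08%) UMIs lay mostly outside them.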
